# Expression of MicroRNA-15b and the Glycosyltransferase GCNT3 Correlates with Antitumor Efficacy of Rosemary Diterpenes in Colon and Pancreatic Cancer

**DOI:** 10.1371/journal.pone.0098556

**Published:** 2014-06-03

**Authors:** Margarita González-Vallinas, Susana Molina, Gonzalo Vicente, Virginia Zarza, Roberto Martín-Hernández, Mónica R. García-Risco, Tiziana Fornari, Guillermo Reglero, Ana Ramírez de Molina

## Abstract

Colorectal and pancreatic cancers remain important contributors to cancer mortality burden and, therefore, new therapeutic approaches are urgently needed. Rosemary (*Rosmarinus officinalis* L.) extracts and its components have been reported as natural potent antiproliferative agents against cancer cells. However, to potentially apply rosemary as a complementary approach for cancer therapy, additional information regarding the most effective composition, its antitumor effect *in vivo* and its main molecular mediators is still needed. In this work, five carnosic acid-rich supercritical rosemary extracts with different chemical compositions have been assayed for their antitumor activity both *in vivo* (in nude mice) and *in vitro* against colon and pancreatic cancer cells. We found that the antitumor effect of carnosic acid together with carnosol was higher than the sum of their effects separately, which supports the use of the rosemary extract as a whole. In addition, gene and microRNA expression analyses have been performed to ascertain its antitumor mechanism, revealing that up-regulation of the metabolic-related gene GCNT3 and down-regulation of its potential epigenetic modulator miR-15b correlate with the antitumor effect of rosemary. Moreover, plasmatic miR-15b down-regulation was detected after *in vivo* treatment with rosemary. Our results support the use of carnosic acid-rich rosemary extract as a complementary approach in colon and pancreatic cancer and indicate that GCNT3 expression may be involved in its antitumor mechanism and that miR-15b might be used as a non-invasive biomarker to monitor rosemary anticancer effect.

## Introduction

Colorectal cancer is the third most diagnosed cancer type in males and the second in females worldwide, and its incidence is increasing even in traditionally low-risk countries such as Spain [1]. Moreover, mortality rates caused by colorectal cancer remain high, being the fourth and third cause of cancer-related mortality in males and females, respectively [1]. On the other hand, pancreatic cancer affects 250 000 individuals worldwide annually [2]. Although its incidence rates are not very high, it is one of the most lethal tumors, representing the five and fourth cause of cancer-related mortality in males and females, respectively, in developed countries [1]. Therefore, new complementary therapeutic approaches, ideally cost-effective and non-toxic, are needed to improve efficacy and quality of life of patients with these cancer types.

Rosemary (*Rosmarinus officinalis* L.) and many of its components were reported to possess chemopreventive properties in skin [3] and breast [4] cancers *in vivo*, mostly by inhibiting 7,12-dimethylbenz(a)anthracene (DMBA)-DNA adduct formation. Moreover, they exert antioxidant activity both *in vitro* [5], [6] and *in vivo* [7], thus inhibiting genotoxicity, which is a significant contributory cause of cancer, and protecting from carcinogens or toxic agents. They also were reported to display antiproliferative activity *in vitro* against breast [8]–[10], leukemia [8], [9], [11], hepatoma [9], [11]–[13], colon [11], [14]–[16], lung [9], prostate [9], ovarian [13], [17], and urinary bladder [10] cancer cells. However, the effect of rosemary on pancreatic carcinoma cells has not been reported to date. Regarding the tumor progression *in vivo*, the effect of rosemary extract in combination with an analogue of 1,25-dihydroxyvitamin D_3_ was assessed in a syngeneic mouse leukemia tumor model, and showed a strong cooperative antitumor effect [18].

Several rosemary components, such as carnosic acid [9], [11], carnosol [3], [11], [17], ursolic acid [3], as well as some of its essential oil constituents [13], have been proposed to be responsible for the anticancer effects of rosemary extracts. Although the concentration ratios of carnosol and carnosic acid were reported to influence the antioxidant and antimicrobial activities [19], the possible synergism of the rosemary components regarding the antitumor activity of rosemary extracts has not been reported yet.

Rosemary and its components were reported to modulate several pathways, such as those related to antioxidant response (e.g. glutathione metabolism [20] and Nfr2-dependent pathway [21]), AMPK and PPAR pathways [22], as well as apoptosis-related genes [17], but the molecular mechanism responsible for its antitumor effects is not completely understood yet. In order to properly apply rosemary as a nutritional supplement for cancer therapy, additional information regarding the most effective composition, its antitumor effect *in vivo* and its main molecular mediators is still needed. In this sense, we have previously reported the synergistic effect of the combination of supercritical fluid rosemary extract and 5-fluorouracil, the most commonly used drug in colon cancer therapy, through the modulation of TK1 and TYMS, which are enzymes related to the mechanism of action of this drug [16].

In this work, the antitumor activities of five carnosic-acid rich supercritical rosemary extracts (RE's) with different chemical composition have been assayed in colon and pancreatic cancer cells with the aim of determining the most potent RE and the different sensitivity among the cell lines, as well as the contribution of isolated components to the antitumor effect of the RE and the possible cooperative effect of their combination. Moreover, the effect of RE's on tumor progression *in vivo* has been assessed in colon cancer mouse xenografts. Furthermore, gene and miRNA expression analysis were studied after RE treatment in order to elucidate the molecular mechanism responsible for its antitumor activity both *in vitro* and *in vivo*.

## Materials and Methods

### 1. RE's and isolated compounds

RE's were obtained from *Rosmarinus officinalis* L. leaves as previously described in Vicente *et al*., 2013 [23]. Briefly, extractions were performed using a supercritical fluid pilot plant (Thar Technology, Pittsburgh, PA, USA, model SF2000). The temperature of the extraction cell and separators was maintained at 40°C, and the CO_2_ flow rate was 60 g/min. An amount of 0.5 kg of dried and grinded rosemary leaves were employed in each extraction assay. Different conditions (pressure, amount of ethanol as co-solvent and extraction time) were applied in order to obtain different RE's with increasing concentration of bioactive compounds (Table 1). Carnosic acid and carnosol were quantified by HPLC analysis, and essential oil components were determined by GC-MS analysis. The detailed methods for these determinations were previously described by Vicente *et al*. [23]. Carnosic acid (≥97.0% w/w) was purchased from TCI Europe (Belgium), and carnosol (≥98% w/w) was acquired from Sigma-Aldrich.

**Table 1:** Extraction conditions and chemical composition of supercritical fluid rosemary extracts (RE's).

Rosemary extract	Extraction and fractionation conditions	Carnosic acid (% w/w)	Carnosol (% w/w)	Main volatil compounds^a^ (% w/w)
RE-1	P = 300 bar, t = 360 min	10.89	1.05	12.79
RE-2	P = 300 bar. First step: fractionation^b^ during t = 60 min. Second step: t = 300 min without fractionation. Sample from separator 1.	16.90	1.90	13.59
RE-3	P = 150 bar, C = 10%(w/w), t = 180 min.	18.33	1.95	4.69
RE-4	P = 150 bar, C = 5%(w/w), t = 180 min.	25.66	3.81	10.42
RE-5	First step: P = 300 bar, t = 360 min. Second step: P = 150 bar, C = 10%(w/w), t = 180 min. Sample from second step.	30.69	2.58	2.04

a Borneol, bornyl acetate, camphor, 1,8-cineol and verbenone.

b Fractionation of the extracted material was performed by setting pressure of the first separator (S1) to 100 bar, while the second separator (S2) was maintained at the recirculation system pressure (50 bar).

P: extraction pressure, C: ethanol used as cosolvent (% w/w), t: extraction time.

### 2. Cell culture

Human colon (SW620 and DLD-1) cancer cells were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA), and human pancreatic (MIA-PaCa-2 and PANC-1) cancer cells were acquired from Sigma-Aldrich. SW620, MIA-PaCa-2 and PANC-1 cells were cultured in DMEM, while DLD-1 cells were cultured in Roswell Park Memorial Institute (RPMI)-1640 medium. Both culture mediums were supplemented with 10% fetal bovine serum (FBS), 2 mmol/L glutamine, and 1% of antibiotic-antimycotic solution (containing 10 000 units/mL of penicillin base, 10 000 µg/mL of streptomycin base, and 25 000 ng/mL of amphotericin B)(Gibco, Grand Island, NY, USA). The cells were maintained under standard conditions of temperature (37°C), humidity (95%), and carbon dioxide (5%).

### 3. Cell viability assay

Cell viability was determined by the 3-(4,5-dimethyl-thyazol-2-yl)-2,5-diphenyl-tetrazolium (MTT) assay as previously described [16]. Briefly, 20 000–30 000 cells were seeded in 24-well plates, attached overnight, and treated with increasing concentrations of RE's. Following 48 h treatment, cells were incubated with MTT solution during 3 hours, and absorbance of the MTT metabolic product, which correlates with cell viability, was measured at 5601nm. At least three independent experiments were performed in quadruplicate. IC50 values (concentrations that caused 50% of cell viability inhibition) were calculated using a logistic regression.

### 4. Western blot analysis

Western blotting was performed to investigate the effect of RE's on the cleavage of PARP1 as previously described [16]. Briefly, cell proteins were separated by sodium-dodecyl-sulfate-PAGE electrophoresis, transferred to a nitrocellulose membrane and blocked with 5% BSA in TTBS buffer. Primary antibodies anti-PARP1 (BD Pharmingen) and anti-β-actin (Sigma-Aldrich) were used at 1/125 and 1/2 000, respectively, and anti-mouse IgG conjugated to horseradish peroxidase (GE Healthcare) was used at 1/40 000 as a secondary antibody to allow visualization by chemiluminescence using the Amersham ECL Prime WB Detection Reagent (GE Healthcare, Little Chalfont, UK). Molecular weights of protein bands were determined by the TotalLab software (TotalLab, Newcastle, UK). β-actin determination was used as an endogenous control of total protein quantity.

### 5. Tumorigenicity in nude mice

Female nude mice (Hsd∶Athymic Nude-*Foxn1nu*) of 6 weeks of age were purchased from Harlan Laboratories S.A. (Barcelona, Spain) for tumorigenicity assays. Xenografts of human colon cancer cells (SW620) were established by subcutaneously injecting 10^6^ cells suspended in 0.2 mL of 1∶1 mixture of DMEM and matrigel (BD Biosciences), as previously described [24]. Mice were then randomly divided into the groups (n = 8–10). RE was administered to test groups in the drinking water (1 mg RE/mL). The vehicle of the RE (absolute ethanol) was added to the drinking water of control groups at the same proportion as in the test groups (20 μL/mL). Tumor volume was measured twice a week during approximately 5 weeks. The experiment was approved by the Ethics Committee on Human and Animal Experimentation of the Biomedical Research Institute (CSIC-UAM, Madrid, Spain). Mice were kept in a pathogen-free housing (laboratory accreditation number: ES280790000188) with water and food *ad libitum*, 12-hour cycles of light/dark, and temperature maintained at 22±2°C in agreement with the Spanish institutional guidelines for the care and use of laboratory animals (RD 53/2013). In order to minimize animal suffering, behavior, mood and weight of animals were controlled to detect possible signs of toxicity, and a maximum tumor volume threshold of 1.2 cm^3^ was established to indicate the end of the experiment. Then, the animals were sacrificed with the use of CO_2_ (with gradual release of gas) in agreement with the European Directive 2010/63/UE and the Spanish guidelines (RD 53/2013). Afterwards, a sample of blood was collected in Sarstedt Multivette 600 EDTA tubes (Sarstedt), and centrifuged at 1500 g during 10 minutes for extraction of plasma samples, which were maintained at −80°C.

### 6. Total RNA extraction

RNeasy kit or miRNeasy kit (Qiagen, Valencia, CA, USA) were used according to the manufacturer's protocol to obtain total RNA or total RNA including miRNAs, respectively. The quantity and purity of the obtained total RNA samples were determined by UV-spectroscopy (NanoDrop 2000 Spectrophotometer, Thermo Fisher Scientific, Waltham, MA, USA). For total RNA (including miRNAs) extraction from mouse plasma samples, the protocol was modified as follows: 500 μL of RWT buffer was used at first washing, RPE buffer washing was performed three times, and column containing the RNA was then centrifuged at 15 000 g during 2 minutes and air-dried during 1 minute before RNA elution.

### 7. Gene expression analysis

Microarray hybridization was commissioned from NIMgenetics S.L. (Madrid, Spain). RNA quality control was performed in a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), obtaining RNA integrity numbers (RIN) ≥8. Complementary RNAs were prepared for hybridization in an Agilent G4112F platform (Whole Human Genome Microarray 44k) using the One-Color gene expression system (Agilent Technologies) according to the manufacturer's instructions. Microarray data were extracted with Feature Extraction Software version 10.7 (Agilent Technologies), and expression data analysis was carried out with Babelomics (http://babelomics.bioinfo.cipf.es) [25], using the Agilent one-channel workflow. The background correction method selected was the one specific for Agilent arrays, and normalization was performed by using the quantile normalization method. Differential expression was assessed by using the LIMMA method. Benjamini and Hochberg false discovery rate (FDR) was applied for multiple test correction, and an adjusted p-value <0.05 was considered as statistically significant. An additional cutoff threshold of 50% change in gene expression was used to define a gene as being differentially regulated. Complete results of microarray analysis can be found in Gene Expression Omnibus (*GEO*) database (accession number: GSE56496).

Individual gene expression analysis was performed by quantitative RT-PCR (qRT-PCR). To that end, 400 ng RNA was reverse-transcribed to cDNA using the High Capacity RNA-to-cDNA Master Mix system (Applied Biosystems, Carlsba, CA, USA), as directed by the manufacturer. For gene expression analysis of GCNT3, we used the specific Taqman gene expression assay Hs01921181_s1 (Applied Biosystems). qRT-PCR was performed in the 7900HT Real-Time PCR System (Applied Biosystems), according to the manufacturer's protocol. 18S expression in each sample was used as endogenous control (specific assay Hs99999901_s1, Applied Biosystems). qRT-PCR data extraction was performed using the RQ Manager software (Applied Biosystems), and the 2^−ΔΔCt^ method was used to calculate the relative expression of each gene (RQ = 2^−ΔΔCt^) as previously described [26].

### 8. miRNA expression analysis

The screening of the modulation of 754 different miRNAs by RE was carried out by using the TaqMan Array Human MicroRNA A+B Cards Set v3.0 (Applied Biosystems). To that end, miRNA reverse transcription was performed with the TaqMan miRNA Reverse Transcription kit and the Megaplex Primer Pools, Human Pools set v3.0. Afterwards, qRT-PCR was performed with the cards set and the TaqMan Universal PCR Master Mix No AmpErase UNG (Applied Biosystems) in the 7900HT Real-Time PCR System (Applied Biosystems), as directed by the manufacturer, and analyzed by the 2^−ΔΔCt^ method [26]. In order to determine the miRNAs that target GCNT3 gene according to *in silico* analysis, we checked four different databases (miRanda, TargetScan, Diana-microT, and PITA) and mirSVR score values from http://www.microrna.org/microrna/getDownloads.do.

To determine the expression of individual miRNAs, the specific TaqMan miRNA assay (ref. 000390 for miR-15b, and ref. 002182 for miR-939) was used according to the manufacturer's protocol. Retrotranscription of each miRNA was performed with TaqMan miRNA Reverse Transcription Kit (Applied Biosystems) and the specific primers and TaqMan Universal PCR Master Mix II no UNG was used for the qRT-PCR, which was performed in the 7900HT Real-Time PCR System (Applied Biosystems).

### 9. Statistical analysis

Data are presented as mean ± SEM. Comparisons between two groups were analyzed by Student's t test or the non-parametric alternative Mann-Whitney U test according to normality of data distribution. The statistically significant differences among several groups were determined by one-way ANOVA with Bonferroni's *post hoc* test. The statistical test used in each experiment is indicated in the corresponding figure legend. Tumor volume comparisons between control and treated groups were analyzed using repeated measures ANOVA and Bonferroni's test. Statistically significant values are indicated by asterisks as follows: *p≤0.05; **p≤0.01; ***p≤0.001. IBM SPSS Statistics version 20 (SPSS Inc., Chicago, IL) was used for statistical analysis.

## Results

### 1. RE's obtained by supercritical fluid technology

*Rosmarinus officinalis* L. leaves were used as starting material for supercritical fluid extraction by applying different conditions of pressure, percentage of ethanol as co-solvent, and extraction time (Table 1). Five RE's with different composition and antioxidant activity were obtained, and used to examine their antitumor activities.

### 2. Differential cell viability inhibitory activity of supercritical RE's on colon and pancreatic cancer cells

The effect of the five different RE's obtained by supercritical fluid technology on cell viability of colon (SW620 and DLD-1) and pancreatic (PANC-1 and MIA-PaCa-2) cancer cells was assessed by the MTT assay. The IC50 values of each RE in the different cell types were calculated in order to compare the potency of the RE's in each cell line, and the sensitivity of the cell lines to each RE. The results indicated that PANC-1 (pancreatic cancer) is the most resistant cancer cell line to the effect of the RE's, followed by MIA-PaCa-2 (pancreatic cancer), and colon cancer SW620 and DLD-1 cell lines, which are the most sensitive. Therefore, RE's appear to be more effective in inhibiting cell viability of colon cancer cells in comparison to pancreatic cancer cells.

Regarding the different RE's, RE-1 is the less potent, while RE-4 and RE-5 are the most potent inhibitors of colon and pancreatic cancer cell viability (Figure 1A). RE-2 and RE-3 show similar effects, which are intermediate between that of RE-1 and RE's 4 and 5. Although RE-5 possesses a higher content in carnosic acid than RE-4, its effect on cell viability is similar or even lower than that of RE-4. This difference might be attributed to the higher content of carnosol and/or essential oil of RE-4 in comparison with RE-5. Interestingly, while RE-4 activity in colon cancer cells is similar to that of RE-5, pancreatic cancer cells appear to be more sensitive to RE-4 than to RE-5. This could be explained by a different sensitivity of pancreatic cancer cells to carnosol and/or essential oil in comparison to colon cancer cells since the ratios carnosol∶carnosic acid and essential oil∶carnosic acid are higher in RE-4 than in RE-5 (see Table 1). Moreover, a synergistic effect of the combination of carnosic acid and carnosol or volatile compounds might explain the differential effect of these two RE's. The potency of the RE's (IC50) was plotted against carnosic acid or carnosol content (both previously reported to be responsible for the antitumor activities of rosemary) in order to observe the correlations between these characteristics and the effect of the RE's on cell viability. The plot against carnosic acid (Figure 1B) shows a correlation between this compound and cell viability inhibition until RE-4 (25.66% w/w carnosic acid), but RE-5, with a higher carnosic acid content (30.69% w/w), shows a similar effect on colon cancer cells and even a lower effect on pancreatic cancer cells in comparison with RE-4. On the contrary, the plot against carnosol content (Figure 1C) shows a good correlation in pancreatic cancer cells, while the effects of RE's 4 and 5, although the former contains approximately 50% more carnosol than the latter, is very similar in colon cancer cells. Therefore, despite both carnosol and carnosic acid show a relatively good correlation with the cell viability inhibitory effect of the RE's, none of these compounds on its own completely explain their different antitumor potency.

**Figure 1:**
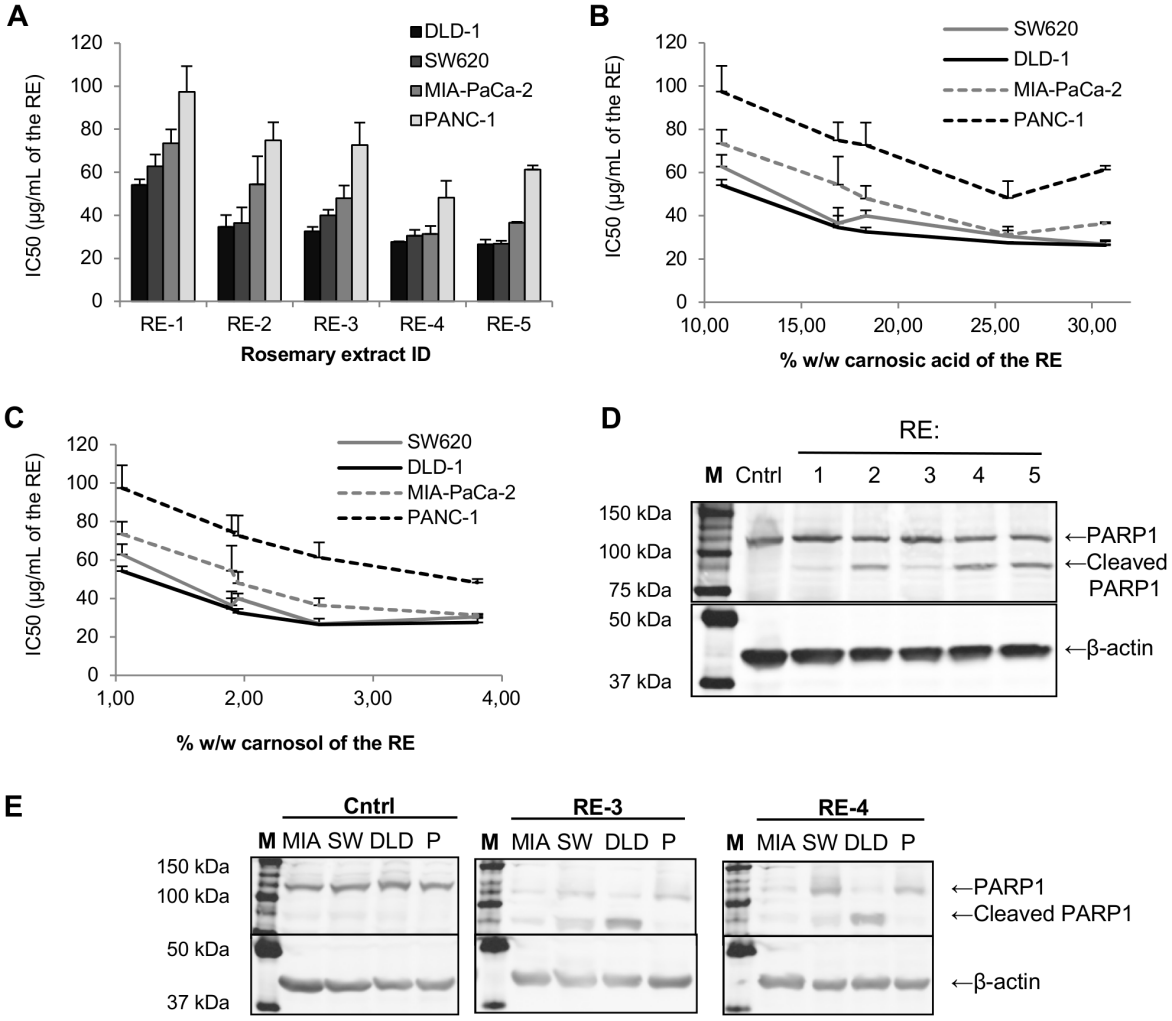
Viability inhibition and death induction of colon and pancreatic cancer cells by five different RE's. Colon (SW620 and DLD-1) and pancreatic (MIA-PaCa-2 and PANC-1) cancer cells were treated with increasing concentrations of five different RE's during 48 h and cell viability was determined by MTT assay. (**A**) Bars represent the IC50 values (50% cell viability inhibition) of the five different RE's in each cancer cell line. (**B-C**) IC50s of the five RE's in the four cancer cell lines plotted against the carnosic acid (**B**) or carnosol (**C**) content of the RE's. IC50 values are expressed as the mean ± SEM of at least three independent experiments, each performed in quadruplicate. (**D-E**) PARP1 cleavage induced by different RE's in colon and pancreatic cancer cells after 48 h treatment. (**D**) Colon cancer cells (DLD-1) were treated with 70 µg/mL of five different RE's (RE-1 to RE-5) or vehicle (Cntrl). (**E**) Two colon (DLD-1 and SW620) and two pancreatic (MIA-PaCa-2 and PANC-1) cancer cell lines were treated with 110 µg/mL of RE-3, 90 µg/mL of RE-4 or vehicle (Cntrl). Western blot figures show representative results of three independent experiments. DLD: DLD-1, M: marker of molecular weight, MIA: MIA-PaCa-2, P: PANC-1, RE: supercritical rosemary extract, SW: SW620.

### 3. Differential induction of apoptosis by five different RE's in colon and pancreatic cancer cells

In order to compare the induction of cell death on colon and pancreatic tumor cells by the different RE's we analyzed PARP1 cleavage by western blot. On the one hand, the same cell line (DLD-1) was treated with the different RE's at the same concentration, in order to assess their different potency in inducing tumor cell death. Figure 1D indicates that the five RE's are able to induce tumor cell death at 70 µg/mL, although RE-1 is the less active and RE's 4 and 5 are the most active extracts in relation to this effect. This result is also consistent with the results obtained in cell viability experiments, confirming the lowest activity of RE-1 and the highest activity of RE-4 and RE-5 in both inhibiting cell viability and inducing death of cancer cells.

On the other hand, colon (DLD-1 and SW620) and pancreatic (PANC-1 and MIA-PaCa-2) cancer cells were treated with the same concentration of RE-3 or RE-4 to determine the sensitivity of the different cell lines to the RE's. As it can be observed in Figure 1E, colon cancer DLD-1 cell line is the most sensitive while pancreatic cancer PANC-1 cell line is the less sensitive to the cell death induction by both RE's. This is consistent with the results previously obtained in cell viability, and confirms the different sensitivity of the colon and pancreatic cancer cell lines to the antitumor effects of the RE's.

### 4. Carnosic acid antitumor effect on colon and pancreatic cancer cells is significantly enhanced by minimal concentrations of carnosol

With the aim of determining which is the contribution of the content of carnosic acid and carnosol to the antitumor activity of the RE's, and thus explain the different activities of the five RE's, we assayed the effect on cell viability of the different RE's in comparison with the effect of the same concentrations of carnosic acid and carnosol present in the RE, both separately and in combination, in colon (SW620) and pancreatic (PANC-1) cancer cells (Figure 2). We observed that the concentrations of carnosic acid found in RE's inhibited tumor cell viability in a dose-dependent manner, while carnosol at those concentrations did not show any effect on cell viability. Surprisingly, carnosol at these inactive concentrations significantly potentiated the activity of carnosic acid. Therefore, the combination of carnosic acid and carnosol found in the three RE's is more effective than the carnosic acid alone, even though the low concentration of carnosol present in the RE is ineffective on its own. However, the effect of the RE is significantly higher than the combination of the equivalent concentrations of carnosol and carnosic acid, indicating that additional components of the RE's (e.g. volatile oil compounds) contribute to their inhibitory effect on tumor cell viability.

**Figure 2:**
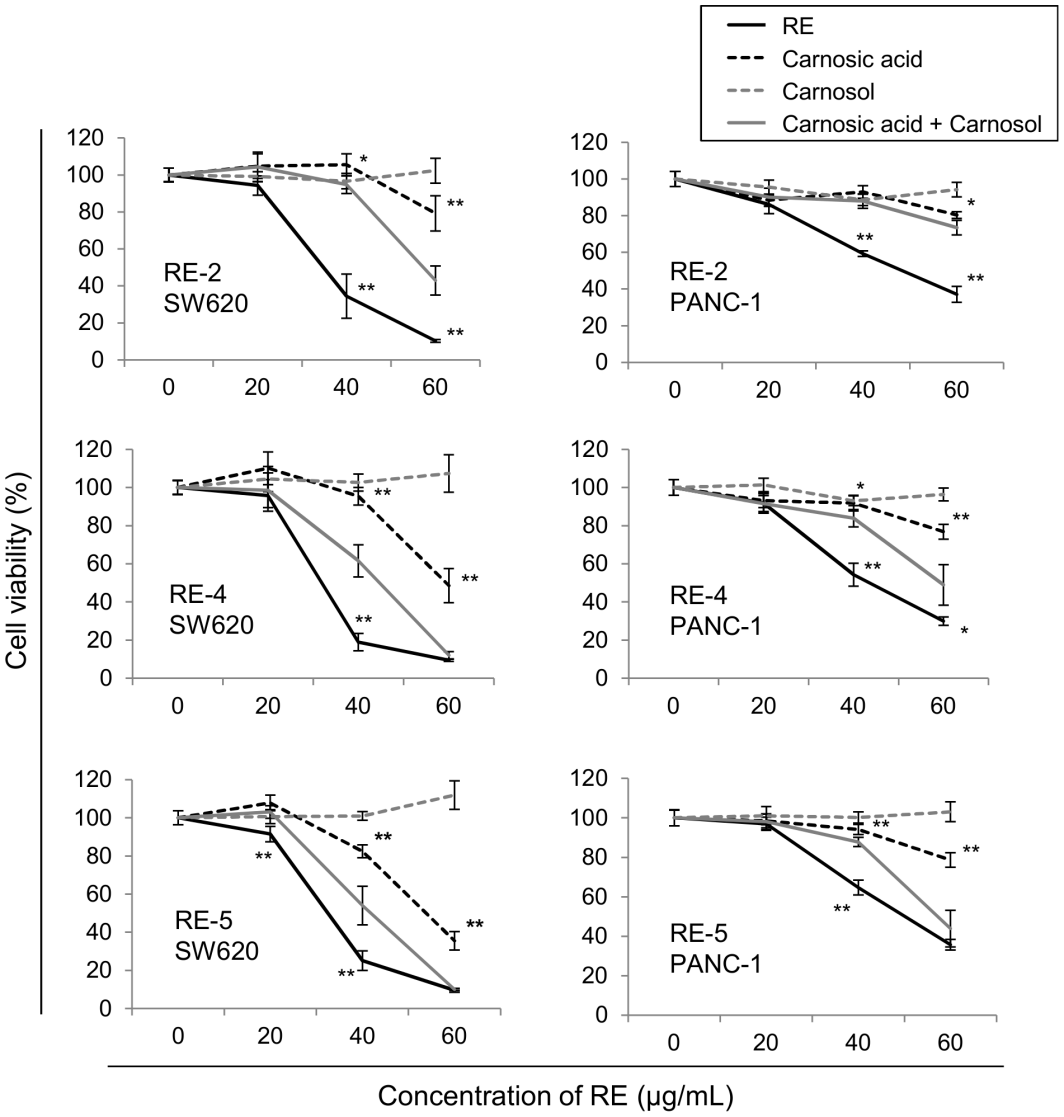
Inhibition of cancer cell viability by different RE's in comparison with their major active components. Cell viability inhibition of cancer cells by different RE's and their equivalent concentrations of carnosic acid alone, carnosol alone, or both compounds in combination. SW620 colon and PANC-1 pancreatic cancer cells were treated with increasing concentrations of RE-2, RE-4 and RE-5, and the same concentrations of carnosic acid, carnosol, and the combination of both present in the RE's at each assayed condition. Extract ID and tumor cell line used in the assay are indicated in each graph. Results are shown as the mean ± SEM of three independent experiments, each performed in quadruplicate. Asterisks indicate statistically significant differences of carnosic acid or extract in comparison with the combination of carnosic acid and carnosol (U de Mann-Whitney; *p≤0.05; **p≤0.01). RE: supercritical rosemary extract.

### 5. Oral intake of RE's inhibits tumor growth of colon cancer xenografts in nude mice

In order to assay the effect of the RE's on tumor progression *in vivo* we administered RE-3, RE-4 or RE-5 in the drinking water to nude mice bearing human colon cancer xenografts. The results indicated that the three different RE's assayed possess the ability to significantly inhibit tumor volume *in vivo* (Figure 3). Since the tumor cells were already present in the organism when the treatment with RE started, these results suggest that RE's might not only act as a putative chemopreventive agent as previous works indicate, but also as an effective agent in blocking tumor development and progression. We did not detect any significant change in the behavior, mood and weight of the animals along the duration of the experiment, indicating the lack of toxicity of the RE's under these conditions of administration. Although the volume inhibition at the end of the experiment caused by the different RE's was very similar (27.2%, 26.4% and 24.4% by RE-3, RE-4 and RE-5, respectively), the effect appeared later in RE-3 in comparison with RE-4 and RE-5, which is consistent with the lower activity of RE-3 observed *in vitro* in comparison with RE-4 and RE-5.

**Figure 3:**
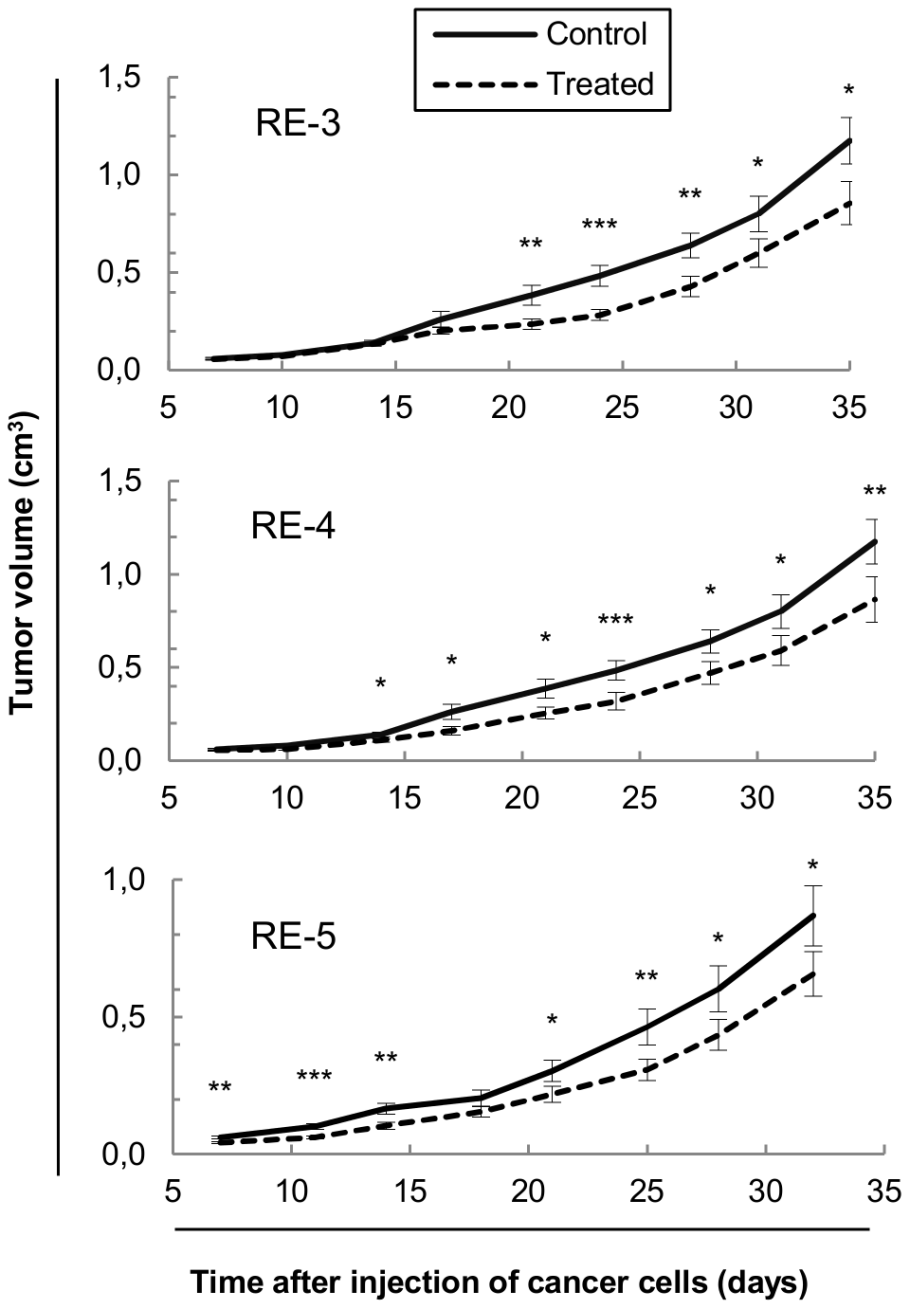
Antitumorigenic activity of different RE's in human colon cancer xenografts. RE (test groups) or vehicle (control groups) was administered to nude mice bearing SW620 colon cancer xenografts in the drinking water (1 mg RE and 20 μL ethanol as vehicle per mL of drinking water). Three RE's with different composition (RE-3, RE-4 and RE-5, indicated in each graph) were assayed. Tumor volumes were monitored twice a week during 32–35 days. Results are shown as mean ± SEM (n = 16–20) and repeated measures ANOVA with Bonferroni's test was used to determine the statistically significant differences between treated and control groups (*p≤0.05; **p≤0.01; ***p≤0.001). RE: supercritical rosemary extract.

### 6. Antitumor effect of RE's correlates with up-regulation of glycosyltransferase GCNT3 gene expression

In order to gain an insight into the antitumor mechanism of action of RE's, microarray analysis was performed. 

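Gene expression was measured in SW620 cells, an established human cell line derived from a colon cancer metastasis, after 48 h with RE-2, a supercritical rosemary extract, at 30, 60 or 100 µg/mL or without it. RNA came from 2 independent experiments, with the cultures of each experiment pooled per concentration, so that each group had n = 2 arrays and 8 arrays were used in all. Each sample was hybridized to a one-colour Agilent whole human genome array, on which the brightness of a spot measures the amount of one transcript. The 4 groups of an experiment shared a slide, and each position on the slide held the same concentration in both experiments. The authors deposited the spot intensities extracted with Feature Extraction 10.7.3.1, background-corrected but not normalized between arrays, and also a table of log2 values that they had quantile-normalized. Here, the log2 of the processed intensity was quantile-normalized after control spots and spots marked as outliers were left out, and the 41000 probes were tested with limma on all 8 arrays together, with Benjamini-Hochberg adjustment. A gene was counted as changed when any of its probes had an adjusted p under 0.05 and a change of at least 1.5-fold in either direction. The values printed for a gene with several probes are those of its brightest probe over the 8 arrays. Of the probes, 23680 (57.8%) were matched to 16422 named genes.

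Arrays have no read depth, and the small number of arrays is a limit on precision. In the first experiment the 75th percentile of the intensity was 10335 in the control and 12806, 12433 and 4782 at 30, 60 and 100 µg/mL. In the second it was 17092 in the control and 21350, 10760 and 2249. The arrays at 100 µg/mL were thus dimmer than their own controls by 2.20-fold and 7.58-fold, and the spike-in probes, which report a fixed amount of added RNA, were dimmer on them by 1.22-fold and 2.63-fold. Between 77.3% and 88.1% of the probes were well above background on each array, and no spot was saturated. The nearest array by Spearman correlation was the other array of the same concentration for 8 of 8 arrays. Quantile normalization gives all arrays one distribution, so an increase or a decrease here is relative to the other genes of the same array.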

To that end, RNA was extracted from SW620 cells treated with increasing concentrations of RE-2. The numbers of genes whose expression was significantly altered in comparison with the control (p<0.05 and ±50% expression change) are shown in Figure 4A, and genes modulated at the three concentrations assayed are presented in Table 2. 

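Against the control, 1927 genes were changed at 30 µg/mL, 6253 at 60 µg/mL and 9723 at 100 µg/mL, which is 11.7%, 38.1% and 59.2% of the genes measured (limma, adjusted p under 0.05 and at least 1.5-fold, n = 2 arrays per group). Any called probe sufficed for a gene, and 7.8%, 29.4% and 50.5% of the probes were called. With the probes of a gene averaged, the counts were 1646, 5333 and 8525 genes. At 30 µg/mL 823 genes were higher and 1106 lower than in the control, at 60 µg/mL 3280 and 3028, and at 100 µg/mL 4583 and 5467. Genes whose probes went both ways were counted in both directions, and there were 2, 55 and 327 of them. Across genes, the fold changes of the 2 experiments correlated with r of 0.716 at 30 µg/mL, 0.867 at 60 µg/mL and 0.923 at 100 µg/mL, although genes are not independent replicates.

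The split by direction depended on how the arrays were scaled. At 100 µg/mL, 45.6% of the calls were increases after quantile normalization, 64.8% when each array was shifted by its 75th percentile and 25.4% when it was shifted by its spike-in probes. The corresponding shares were 52.0%, 54.9% and 64.2% at 60 µg/mL and 42.7%, 33.0% and 29.0% at 30 µg/mL. The count at 30 µg/mL was the least stable. It was between 402 and 874 when any 1 array of the control or of 30 µg/mL was left out, and 455 with the spike-in shift. The counts moved most when the change was taken as the ratio of the mean log2 signals in place of their difference, a setting chosen after seeing the data, which gave 36, 330 and 723 genes.

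**Figure D1:**
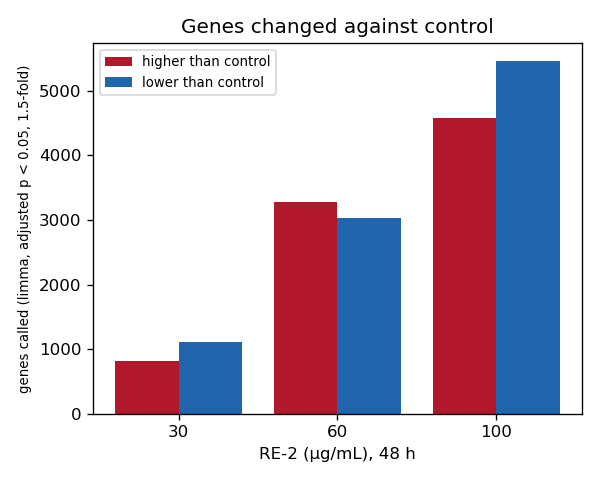
Number of genes called higher (red) or lower (blue) than in the control at each concentration of RE-2 in µg/mL, by limma with an adjusted p under 0.05 and at least 1.5-fold. Both bars grow with the concentration, from 823 and 1106 genes at 30 µg/mL to 4583 and 5467 at 100 µg/mL.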

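GCNT3, a glycosyltransferase gene measured here by 1 probe for transcript NM_004751, had a normalized log2 signal of 4.51 ± 0.48 in control cells, 7.34 ± 0.24 at 30 µg/mL, 11.64 ± 0.32 at 60 µg/mL and 12.24 ± 0.15 at 100 µg/mL (SD, n = 2). The log2 fold change against the control was 2.83 at 30 µg/mL (standard error 0.28, adjusted p = 0.00474 from limma), 7.13 at 60 µg/mL (adjusted p = 5.81e-05) and 7.72 at 100 µg/mL (adjusted p = 1.30e-05). The probe was well above background on 1 of the 2 control arrays and on all treated arrays, so the size of the fold rests on a dim control signal. With normexp background correction, the setting that moved these values most, they were 1.36, 5.16 and 5.78. With 1 array left out at a time they stayed within 2.43 to 3.16, 6.71 to 7.43 and 7.30 to 8.02.

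Between concentrations, the step from 30 to 60 µg/mL was 4.30 on the log2 scale (adjusted p = 4.71e-04 from limma). The step from 60 to 100 µg/mL was 0.59 and did not pass the threshold (adjusted p = 0.136). It was 0.64 when arrays were shifted by their 75th percentile (adjusted p = 0.233) and -0.60 when they were shifted by their spike-in probes (adjusted p = 0.359). Over the 8 arrays the signal rose with the concentration with a Spearman rho of 0.976 (two-sided exact permutation test of the concentrations within each experiment, p = 0.00347, 2 of 576 orders) and a Pearson r of 0.945 (same exact test, p = 0.00521). Without the arrays at 100 µg/mL, rho was 0.956 and r was 0.989 (exact p = 0.0556 for both, the smallest that the remaining 6 arrays allow). The paper takes this graded induction, together with published work on the gene, as the basis for its choice of GCNT3.

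**Figure D2:**
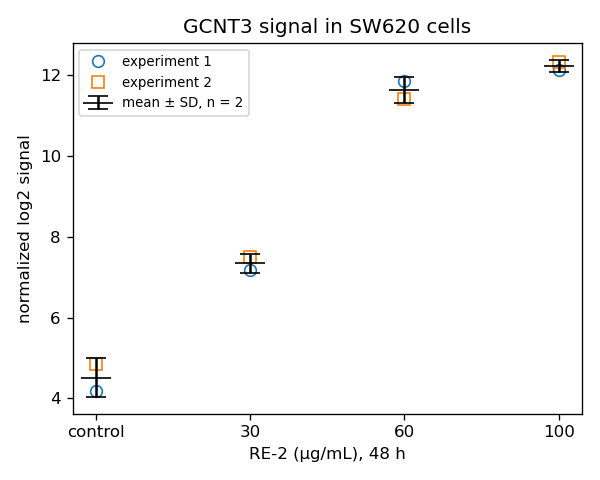
Normalized log2 signal of GCNT3 in SW620 cells by concentration of RE-2 in µg/mL. Circles and squares are the arrays of the 2 experiments, and the bars give the mean ± SD (n = 2), from 4.51 in the control to 12.24 at 100 µg/mL.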

On the basis of its dose-dependent induction and its reported activity as tumor suppressor [27], GCNT3 was selected as one of the genes potentially involved in the antitumor mechanism of action of RE. On the other hand, the analysis of the expression of miRNAs targeting GCNT3 showed that miR-15 family is significantly down-regulated by RE-2 (Table 3). Moreover, GCNT3 expression was analyzed in colon cancer cells treated with the five different RE's at the same concentration (90 µg/mL). The results indicate that over-expression levels of GCNT3 increases from RE-1 to RE-5 (Figure 4B), thus correlating with the potency of these RE's to inhibit cell viability and induce cell death of colon cancer cells. As it can be observed, carnosic acid is the main responsible for the induction of GCNT3 expression (Figure 4C) and miR-15b down-regulation (Figure 4D) by RE, while carnosol did not show a significant effect in the modulation of either GCNT3 or miR-15b at the concentrations found in the RE.

**Figure 4:**
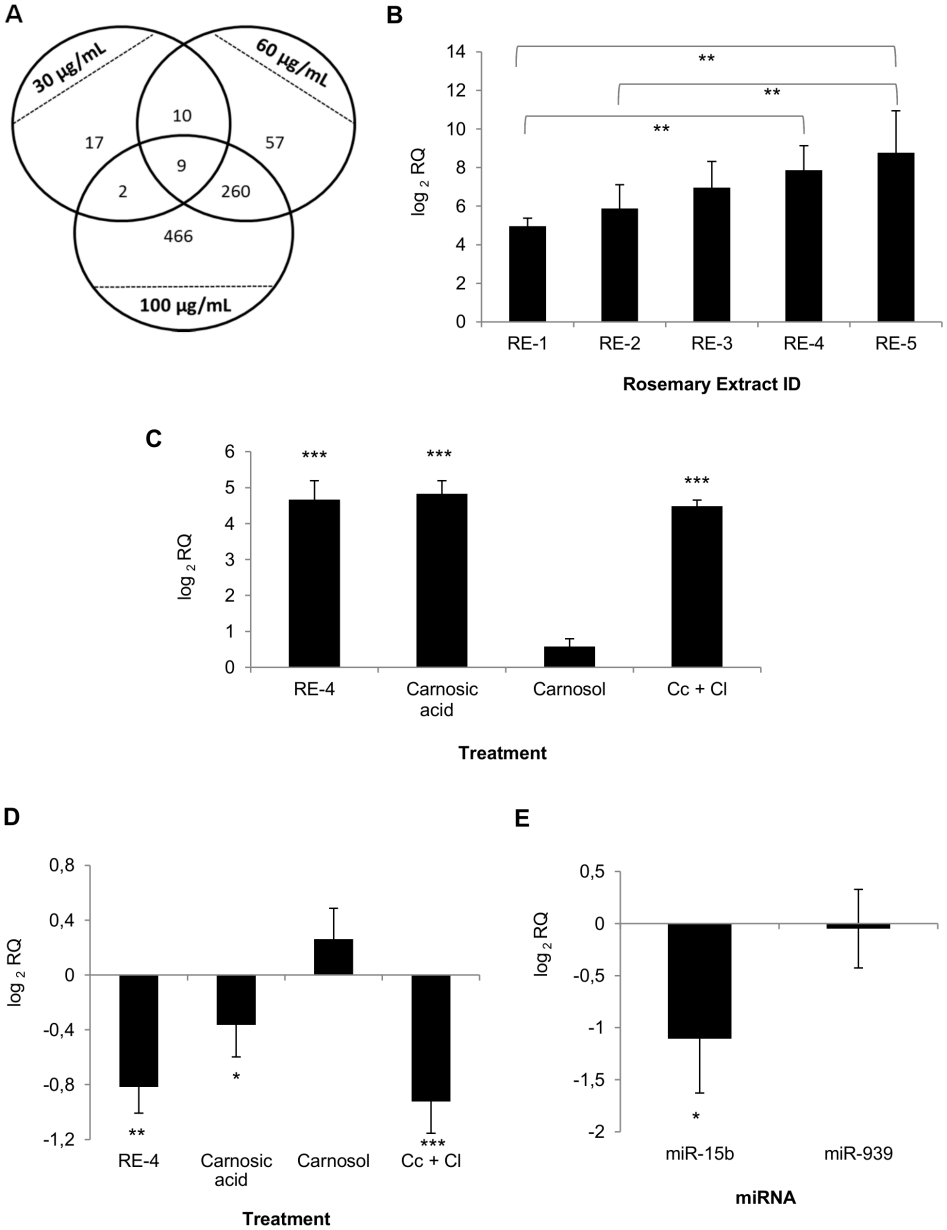
Modulation of gene and miRNA expression by RE. (**A**) Venn diagram representing overlap of the genes significantly modulated (p<0.05 and fold change (FC) >±50%) by RE-2 at 30, 60 and 100 µg/mL after 48 h treatment in SW620 cells according to microarray data. (**B**) Up-regulation of GCNT3 gene expression in SW620 colon cancer cells by five RE's with different composition (RE-1, RE-2, RE-3, RE-4 and RE-5) at the same concentration (90 µg/mL) during 48 h. Bars represent the mean ± SEM of two independent experiments, each performed with biological triplicates and technical duplicates. ANOVA with Bonferroni's *post hoc* test was applied to test statistically significant differences among RE's. (**C**) Up-regulation of GCNT3 gene expression in SW620 colon cancer cells by 48 h treatment with RE-4 at 60 µg/mL and carnosic acid, carnosol, and the combination of both compounds at the concentrations present in this RE. Bars represent the mean ± SEM of two independent experiments, each performed with biological triplicates and technical duplicates. Student's t test was applied to determine the statistically significant differences between treated and control cells. (**D**) Down-regulation of miR-15b gene expression in SW620 colon cancer cells by 48 h treatment with RE-4 at 60 µg/mL and carnosic acid, carnosol, and the combination of both compounds at the concentrations present in this RE. Student's t test was used to test statistically significant differences between treated and control cells. (**E**) Modulation of miR-15b and miR-939 (as a negative control) in plasma of colon cancer xenograft nude mice after orally intake of RE-5 (1 mg/mL in drinking water), in comparison with the control group of mice. Bars represent mean ± SEM (n = 8). Student's t test was used to assess statistically significant differences between treated and control groups. * p≤0.05, ** p≤0.01, *** p≤0.001. RE: supercritical rosemary extract, Cc+Cl: Carnosic acid and carnosol.

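In the microarray data analysed here, the overlap of the 3 sets of changed genes held 1313 genes. A gene could enter it by different probes at different concentrations. A further 176 genes were changed at 30 and 60 µg/mL, 260 at 30 and 100 µg/mL, and 3897 at 60 and 100 µg/mL. Changes at a single concentration were found for 178 genes at 30 µg/mL, 867 at 60 µg/mL and 4253 at 100 µg/mL, and 10944 genes were changed at any concentration. Of the genes changed at 30 µg/mL, 77.3% were also changed at 60 µg/mL and 81.6% at 100 µg/mL. Among the 1313 genes, 463 were higher and 664 lower than in the control at every concentration.

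The 3 comparisons share their control arrays, which alone makes their values correlate. In 50 simulations of unchanged groups against the same controls, the mean number of genes called was 0.02 at 30 µg/mL and 0 at all 3 concentrations, while the fold changes of unrelated groups correlated with r of 0.500. The observed correlation across genes was 0.560 between 30 and 60 µg/mL, 0.751 between 60 and 100 µg/mL and 0.338 between 30 and 100 µg/mL. The number of genes in the full overlap ranged from 311 to 1252 when 1 array was left out, with the lowest value without the first array at 30 µg/mL.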

**Table 2:** Modulation of gene and miRNA expression by RE-2 in colon cancer cells.

	30 µg/mL		60 µg/mL		100 µg/mL	
HGNC.Symbol	p value	FC^a^	p value	FC^a^	p value	FC^a^
FUT3	0.00807	1.59	0.00172	1.59	0.00009	2.03
PLCB2	0.02310	2.16	0.01838	1.86	0.00092	2.56
CLIP4	0.00102	1.98	0.00008	2.17	0.00002	2.25
GCNT3	0.00654	1.54	0.00009	2.38	0.00002	2.49
CBR3	0.03568	1.61	0.00056	2.50	0.00008	2.88
AKR1B10	0.00045	2.27	0.00003	2.68	0.00001	2.46
BEST1	0.04765	2.05	0.00191	2.97	0.00175	2.58
CSTA	0.00455	2.49	0.00020	3.40	0.00006	3.32
DEFB103B	0.02419	2.07	0.00014	4.78	0.00003	5.18

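All 9 genes listed were higher than in the control at every concentration in the arrays analysed here, with an adjusted p under 0.05 from limma at each. The largest changes at 60 and 100 µg/mL were those of DEFB103B, with log2 fold changes of 12.19 and 13.47 beside 3.28 at 30 µg/mL (standard error 0.45). AKR1B10 changed by 7.34, 9.52 and 8.23, CSTA by 5.46, 8.18 and 8.58, and CLIP4 by 5.34, 6.41 and 6.86. BEST1 changed by 3.83, 7.38 and 5.87 and PLCB2 by 3.61, 2.66 and 4.96. For these 6 genes, 1 of the 2 control arrays was well above background, so their fold changes rest on a dim control.

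CBR3 was not well above background on either control array, and its signal was at least 4.30-fold higher at 30 µg/mL, 66.8-fold at 60 µg/mL and 213-fold at 100 µg/mL. These bounds set the mean of the treated arrays against the mean, over the 2 control arrays, of the lowest signal that was well above background on each, or the probe's own where higher. By the same bounds, a second CSTA probe, well above background on neither control array, was at least 2.15-fold, 14.3-fold and 7.99-fold higher. FUT3 was not well above background in the control or at 30 µg/mL and was on 1 of 2 arrays at 60 µg/mL, so no fold is given for these concentrations. It was at least 3.80-fold higher at 100 µg/mL, where both arrays measured it.

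Not every gene rose with each step in concentration. AKR1B10 fell by 1.29 from 60 to 100 µg/mL (adjusted p = 0.00514 from limma). BEST1 fell by 1.51 over the same step (standard error 0.70) and PLCB2 by 0.95 from 30 to 60 µg/mL (standard error 0.48), and neither fall passed the threshold (adjusted p = 0.130 and 0.209). The CSTA probes moved apart from 60 to 100 µg/mL. The second went from a mean log2 signal of 8.22 to 7.38 and the brighter one from 11.16 to 11.55. Several calls at 30 µg/mL were not stable. FUT3, PLCB2, CBR3, BEST1 and DEFB103B lost theirs when each concentration was fitted alone with its control, and each of them also did when a single array was left out. FUT3 at 30 µg/mL lost it with the spike-in shift as well. With normexp background correction, FUT3 at 30 and 60 µg/mL and PLCB2 at 60 µg/mL were no longer called, with PLCB2 at 0.59. PLCB2 at 60 µg/mL also lost its call without the first array at that concentration, at 2.53. None of these changed direction.

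**Figure D3:**
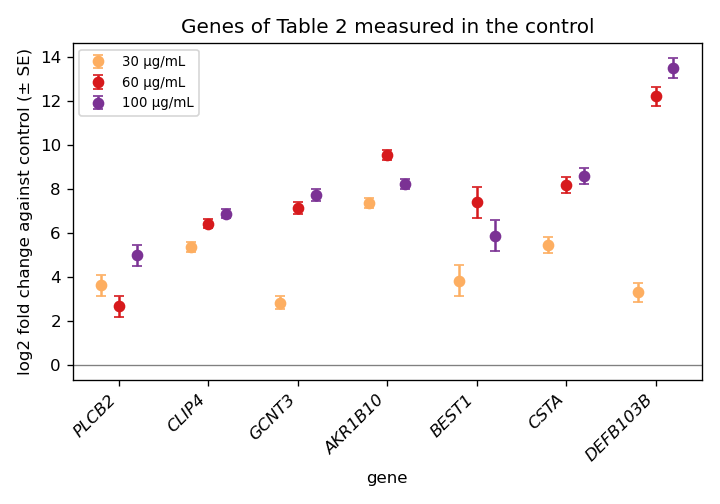
Log2 fold change against the control, with its standard error, of 7 of the 9 genes at 30, 60 and 100 µg/mL of RE-2 (n = 2 arrays per group). FUT3 and CBR3, not well above background on either control array, are not shown. All points lie above 0, and DEFB103B reaches 13.47 at 100 µg/mL.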

Microarray data of significantly modulated genes in SW620 colon cancer cells after treatment during 48 h with three different concentrations (30, 60 and 100 µg/mL) of RE-2.

a FC: Fold change.

**Table 3:** Modulation of miRNA expression by RE-2 in colon cancer cells.

miRNA	SUM^a^	log RQ mean	log RQ SD	mirSVR score^b^	PhastCons score^c^
hsa-miR-15a	4	−3.50	0.29	−0.4521	0.467
hsa-miR-15b	4	−0.54	0.18	−0.5344	0.5108
hsa-miR-28-5p	4	−0.52	0.25	−1.0479	0.5907
hsa-miR-330-3p	3	−0.34	0.04	−0.0218	0.5641
hsa-miR-27b	2	−0.50	0.23	−0.0196	0.5451
hsa-miR-454*	2	−0.75	0.05	−0.9911	0.5451

Modulation of the expression of miRNAs targeting GCNT3 in SW620 colon cancer cells by RE-2 at 60 µg/mL during 48 h according to qRT-PCR data.

a SUM: number of databases that report the interaction of GCNT3 and the miRNA according to *in silico* analysis.

b mirSVR score: likelihood of mRNA downregulation by the miRNA. It is calculated by a regression model based on the sequence and contextual features of the predicted miRNA-mRNA duplex. The lower the mirSVR score, the higher the likelihood of mRNA downregulation.

c PhastCons score: indicates the probability of negative selection and range between 0 (no conservation) and 1 (perfect conservation).

### 7. Non-invasive monitoring of RE antitumor effect by determining circulating miR-15b

Analysis of circulating miRNAs in plasma of mice with colon cancer xenografts after orally intake of RE-5 (1 mg/mL in drinking water) revealed that miR-15b is significantly down-regulated by rosemary in comparison with the control group of mice (Figure 4E), in agreement with the results observed *in vitro*. The specificity of the down-regulation of miR-15b in mouse plasma was assessed by the parallel analysis of miR-939 expression, which was used as a negative control. This result suggests that circulating miR-15b levels, which analysis requires minimal invasive methods, might be used to monitor the antitumor effect of RE *in vivo*.

## Discussion

Scientific literature reflects antitumor effects of several rosemary extracts mainly on skin [3], breast [4], colon [16] and leukemia [18], among other cancer types. Moreover, some rosemary components such as carnosic acid and carnosol have been reported to provide the antioxidant [19] and anticancer [11] effects to rosemary extracts. However, the possible synergistic effect of the combination of rosemary components has not been addressed yet. In this work, we assayed the antitumor effect of several supercritical RE's with different composition on colon and pancreatic cancer cells, in terms of cell viability and cell death. To our knowledge, neither RE's nor their main components have been assayed to determine their antitumor activities in pancreatic carcinoma to date. The results on cell viability show that the sensitivity of tumor cells to the different RE's is (from less sensitive to more sensitive): PANC-1 (pancreas), MIA-PaCa-2 (pancreas), SW620 (colon) and DLD-1 (colon). The results on apoptosis induction also suggest that colon cancer cells might be more sensitive than pancreatic cancer cells to the antitumor effects of the extracts. Thus, the different potency of the RE's previously observed in cell viability by MTT assay correlates with their potency in inducing cell death assessed by western blot analysis of PARP1 cleavage. Future work is needed in order to find the cellular or molecular characteristics that make PANC-1 cells especially resistant to the antitumor effects of rosemary extracts.

Several advantages warrant the use of rosemary extracts, and specifically supercritical extracts, instead of their isolated components in cancer treatment. On the one hand, the obtaining of rosemary extracts is much less expensive than the isolation of its compounds. Moreover, supercritical rosemary extracts do not contain chemical residues, which would entail harmful effects. Indeed, supercritical fluid rosemary extract has been recognized as a healthy component by the European Food Safety Authority (EFSA), and is currently used as an antioxidant food additive [28]. On the other hand, as we have demonstrated in this work the combination of carnosol and carnosic acid exerts a higher effect than the sum of their effects separately. Jordan *et al.* recently reported the relationship between the carnosic acid and carnosol content of RE's with their antimicrobial and antioxidant activities [19]. They found that the two diterpenes equally affected to the antioxidant activity, whereas antimicrobial effect was higher when the carnosol∶carnosic acid ratio increased. Future studies are warranted in order to determine the specific carnosol∶carnosic acid ratio needed to achieve the highest antitumor effect. Moreover, additional rosemary components (e.g. volatile compounds) further increase the antiproliferative effect of RE, thus contributing to the higher antitumor activity of the extract in comparison to the effect of the combination of its main components (carnosic acid and carnosol).

In order to test the efficacy of RE *in vivo*, several RE's were orally administered to mouse colon cancer xenografts. Previous animal studies found in the literature showed the preventive effect or rosemary extract *in vivo* in several tumor types. In our experiment, since the tumor cells are already in the organism at the time of treatment, we demonstrate the inhibitory effect of rosemary extract on tumor progression *in vivo*. The activities of the three RE's assayed (RE-3, RE-4 and RE-5) resulted very similar at the end of the experiment despite cell viability *in vitro* experiments showed the lesser efficacy of RE-3. However, the effect of RE-3 began later than those of RE-4 and RE-5. One explanation could be the saturation of the absorption mechanisms of rosemary active components in the bowel, but more experiments are needed to address this issue.

Rosemary and their components were reported to modulate glutathione metabolism [20], Nfr2-dependent pathway [21], AMPK and PPAR pathways [22], among others, as well as apoptosis-related genes [17]. However, the antitumor mechanism of action is not completely understood. In this study, we observed the up-regulation of GCNT3 by RE, and the correlation of this up-regulation with its antitumor efficacy. The rosemary component responsible for this modulation is carnosic acid. Since GCNT3 has been previously reported to possess tumor suppressor activities in colon cancer [27], it is up-regulated by several chemotherapeutic drugs and its overexpression correlates with a better outcome of colon cancer patients (González-Vallinas M *et al*., submitted for publication) we propose that GCNT3 may be a key molecule in the antitumor action of rosemary.

The finding that miR-15b, which was reported to target GCNT3 by *in silico* analysis, correlated with the antitumor effect of rosemary and can be found in mouse plasma, provides a potential suitable biomarker to monitor the *in vivo* response to RE. In addition, miR-15b has been recently proposed as potential biomarker for colorectal cancer since it has been found up-regulated in colorectal cancer patients, which suggests a relevant role of this miRNA in the progression of the disease [29]. The determination of the circulating miRNAs is a non-invasive and relatively accessible method which could be useful in order to discriminate the responder and non-responder individuals during the treatment. Future work should be directed both to analyze the functional role of these molecules in the action of this agent, and to investigate their clinical value as potential molecular biomarkers.

## Conclusions

In summary, our results indicate that RE exerts antitumor activity on both colon and pancreatic cancers, probably through the up-regulation of GCNT3 and the down-regulation of miR-15b, and constitutes a promising therapeutic tool in the treatment of patients suffering from these diseases. Moreover, down-regulation of plasmatic miR-15b levels is proposed as a potential non-invasive biomarker to monitor the anticancer effect produced by RE.

How the deposited data were processed for this re-analysis (not part of the article)

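Expression was measured in SW620 cells after 48 h with RE-2 at 30, 60 or 100 µg/mL and in untreated control cells, in 2 independent experiments with pooled cultures, on 8 one-colour Agilent arrays. The labels do not give the number of the extract, which was taken from the paper. The authors deposited for each array the spot intensity, background-corrected by Feature Extraction 10.7.3.1 and not normalized between arrays. The authors also deposited a table of log2 values of the same arrays, which by the methods were background-corrected and quantile-normalized in Babelomics. This table holds 41000 entries with 33379 distinct sets of values, and each of the 6204 groups of identical entries belongs to 1 transcript. Its columns correlated at 0.999 or more with the intensities quantile-normalized and averaged per transcript here, and 8 of 8 matched their own array best, so it was used as an alternative.

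From the intensities, the log2 of the processed signal was taken, control spots and outlier spots (95 to 259 per array) were left out, spots of 1 probe were averaged and the arrays were quantile-normalized, as the methods state for the paper's own analysis. There were 43376 spots and 41000 probes. Of the probes, 40299 had a value on all 8 arrays, and 8 could not be tested in some comparison. Group means were fitted with lmFit and eBayes in limma 3.58.1 under R 4.3.3 (statmod 1.5.0). All 8 arrays entered 1 fit, which left 4 residual degrees of freedom with a prior of 2.17. The paper's text does not state which arrays entered each fit. With the deposited values in a fit of all 8 arrays, 0 of 27 adjusted p-values differed by more than 1.5 times from those printed. P-values were adjusted by the Benjamini-Hochberg method over probes, and genes were called at an adjusted p under 0.05 and at least 1.5-fold. Genes were counted by symbol, and a gene was called when any of its probes was. Symbols came from a reference table of the GRCh38 assembly with 59792 genes, which matched 23680 probes (57.8%) by transcript identifier, while the array files name an older assembly, so no coordinates are given. Probes without a match were tested but not counted as genes, and DLEU2 was among the genes not matched.

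The labels give the replicate number as the independent experiment, and each experiment had its own slide, so the number pairs the samples by experiment and slide. The deviations of the first experiment's arrays from their group means were correlated across probes between groups. The correlation was 0.44 between control and 30 µg/mL and between -0.04 and 0.14 for the other pairs of groups. The fit did not include the experiment, and a fit with it as a block was an alternative. Probes well above background numbered 31647 on both control arrays, 4513 on 1 and 4840 on neither. The fit and the calling were tested on simulated normalized values with 200 of 40299 probes changed in the comparison of 100 µg/mL with the control. Of these, 176 (88%) were called, all in the right direction, beside 12 unchanged probes. Background correction, the averaging of spots and quantile normalization were not part of the simulation. It thus does not test normalization where 20711 probes are called, as at 100 µg/mL in the data.

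The genes named are the 9 of Table 2, TK1 and TYMS, the host genes of the miRNAs of Table 3, and the genes with the largest increases and decreases at 100 µg/mL among called genes that were well above background on both arrays of the brighter group and moved the same way in both experiments. Members of a gene list with the largest changes may also be named. Genes outside this rule are said to be so where they appear. The lists of NRF2 targets, ATF4 targets, ER chaperones, cholesterol synthesis genes and cell cycle genes were tested with camera in limma at its preset correlation between genes, with adjustment over the 5 lists. Lists of keratinocyte markers and heat shock genes were added later.

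The alternatives fixed before the data were examined were a shift by the 75th percentile or by 8 spike-in probes, normexp background correction with an offset of 50, a filter on dim probes, outlier spots kept, probes of a gene averaged, the deposited log2 values, the experiment as a block, separate fits, eBayes with a trend or robust, other thresholds, and each array left out in turn. The files have no mean signal column, so normexp used the median signal. Fold change as a ratio of mean log2 signals was added after seeing the data. The miRNA, plasma and xenograft measurements of the paper were not analysed here.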

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

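The tests of quantile normalization, of a swap of single arrays, of the array position, of signals near background and of the scaling of the gene lists were chosen only after the results they bear on were seen. The 5 lists of genes were fixed beforehand.

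Data the paper does not discuss held 664 genes that were lower than in the control at all 3 concentrations. Of these, 96.7% had a probe, called lower at any concentration, that was well above background on both control arrays. This argues against control signals near background as the cause, although genes that are dim in the control have little room to fall. Signals near background on the treated arrays were not examined for them. The number of genes lower at all 3 concentrations is not stable. The overlap of 1313 genes that holds them had 283 genes with the spike-in shift and 414 with separate fits. How many of the 664 remained under these settings was not counted. The wider set of 9723 genes called at 100 µg/mL came from the dimmest arrays. Under a shift by the 75th percentile 86.4% of them kept their call and direction, and 72.9% did under the spike-in shift, which argues against quantile normalization of the dimmer arrays as the whole cause, although the scalings moved the median of all genes from -0.09 to 0.51 and -0.68. A swap of single arrays between groups is argued against by the nearest array being the same concentration's other array for 8 of 8 arrays, while an exchange of both arrays of 2 groups would leave this as it is and was not tested. Each array position on the slide held 1 concentration. On the arrays at 100 µg/mL, the 8 spike-in probes differed from those of the own control by at most 2.08 on the log2 scale, while 1883 of the 9723 genes, 1109 higher and 774 lower, moved by more than this under all 3 scalings. This does not decide the question for these genes. The 8 spike-in probes, all well above background on every array, do not bound what the position could do to other probes. For these genes and for the other 7840, position and concentration cannot be told apart. An effect of the extract stays open for both and was not tested separately.

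The genes with the largest changes at 100 µg/mL were also outside the paper's discussion. SPANXD (12.53 on the log2 scale), SPANXA1 (12.33), HSPA6 (11.27) and KRT6C (10.54) increased most after DEFB103B, and SPANXD and SPANXA1 are near-identical members of a family that the probes were not shown to separate. KRT6C and both SPANX genes were well above background on 1 of 2 control arrays. The order of these increases depended on the background correction. With normexp HSPA6 led them at 10.78, before SPANXA1 (10.26), DEFB103B (10.12), SPANXD (9.86) and KRT6C (8.40). The largest decreases were -7.28 for PSD2, -6.67 for ST18, -6.47 for SIT1, -6.46 for ATP10A and -6.45 for FABP1. With normexp the order of the decreases also changed, with FABP1 at -5.79 and PSD2 at -5.41. FABP1 had already fallen by 4.22 at 30 µg/mL. For ATP10A, another probe fell by 2.54, and the remaining probe was not well above background on any array. These genes kept their direction under the 75th percentile and spike-in shifts. All 9 moved by more than any spike-in probe, which does not exclude the position on the slide.

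Among the lists, ATF4 targets rose at 100 µg/mL with a median log2 fold change of 1.23 (adjusted p = 2.93e-07 from camera in limma) and NRF2 targets with 0.56 (2.46e-04). Cell cycle genes fell with a median of -1.44 (9.79e-09) and cholesterol synthesis genes with -1.11 (1.38e-04). ER chaperones had 0.25 and did not pass the threshold (0.0572), although 7 of the 20 were called higher, and over the alternatives its adjusted p ranged from 4.26e-04 with fry to 0.259 with an estimated correlation. ATF4 and NRF2 targets had already passed at 30 µg/mL, with medians of 0.76 (1.13e-13) and 0.68 (1.14e-10), where cholesterol synthesis genes (-0.09, 0.474), cell cycle genes (0.01, 0.922) and ER chaperones (0.00, 0.634) did not. At 60 µg/mL the medians were 1.19 (5.74e-09), 0.79 (2.74e-05), -0.51 (9.74e-05) and -0.39 (3.65e-04) for ATF4 targets, NRF2 targets, cholesterol synthesis and cell cycle genes, and 0.13 (0.266) for ER chaperones. At 100 µg/mL, the 4 others also passed under fry and with an estimated correlation between genes, where their adjusted p-values were 0.0359, 0.0359, 0.0419 and 0.0419. Of the lists' members, at 100 µg/mL 17 of 27 ATF4 targets and 11 of 25 NRF2 targets were called higher, and 31 of 33 cell cycle genes and 16 of 25 cholesterol genes lower. Adjusted over the list alone, 18, 13, 32 and 16 members passed the threshold, regardless of direction. All 4 of these lists kept their sign at 100 µg/mL under both scalings, which argues against the scaling of the dimmer arrays as the cause of their direction. The position on the slide was not separated from the concentration for the lists and is open. The largest difference of a single spike-in probe cannot decide it, because it is not the spread of a median over many genes.

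Within the NRF2 list the members moved apart. HMOX1 rose by 4.90 at 30 µg/mL and 5.49 at 100 µg/mL. GCLC went from 0.63 to -0.66 over the same range, and the step passed the threshold (adjusted p = 9.65e-04 from limma). The fall of GCLC from 30 to 100 µg/mL remained under both scalings, at -1.29 with the 75th percentile and -2.50 with spike-ins.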

How the results depend on the processing

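Setting the experiment as a replicate block gave 1509, 6308, 9855 and 1064 genes at 30, 60 and 100 µg/mL and at all 3 concentrations, each within 1.5 times the values without it. Across probes, the deviations of the first experiment's arrays from their group means correlated between pairs of groups at -0.04 to 0.44. The genes called at 30 µg/mL changed more than their number, and 1438 of the 1927 (74.6%) kept their call with the block, beside 6076 of 6253 at 60 µg/mL and 9629 of 9723 at 100 µg/mL. The genes of Table 2, TK1, TYMS and the genes with the largest changes at 100 µg/mL, the host genes at 60 µg/mL and the 5 lists at 100 µg/mL kept direction and call with it, and the other genes and concentrations given for genes and lists were not run with it.

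Counts of called genes changed more under other settings, and the cause was not tested unless stated. The spike-in shift gave 455 and 2478 genes at 30 and 60 µg/mL and 283 at all 3. Separate fits of each concentration with its control, which leave fewer arrays per fit, gave 573 at 30 µg/mL and 414 at all 3. An unadjusted p under 0.05 gave 3148 at 30 µg/mL and 2038 at all 3, and a cutoff of 1.5 on the log2 scale, a stricter threshold, gave 491, 1960, 4769 and 280. Counting probes in place of genes gave 3193, 12054, 20711 and 2018. Taking the change as a ratio of mean log2 signals, added after seeing the data, gave 36, 330, 723 and 9. The 9 leave out SPANXD, which passed at all 3 concentrations with the signals normalized here, so more than the rule differed. Leaving out 1 array of the control or of 30 µg/mL gave 402 to 874 genes at 30 µg/mL, and leaving out any 1 of the 8 arrays gave 311 to 1252 at all 3 concentrations. These fits have 1 array in 1 group, which is assumed to vary like the others.

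GCNT3 kept its direction and its call at all 3 concentrations under the settings run. ER chaperones passed the threshold with the 75th percentile shift (median 1.21) and with fry (0.25), and their median ranged from 0.20 to 0.28 without 1 array, passing without the second array at 100 µg/mL (0.27). The number of host genes called lower at 60 µg/mL was 1, was 0 with the spike-in shift, and ranged from 0 to 1 when 1 array was left out. It was 0 without the second array at 60 µg/mL. TK1 at 100 µg/mL reversed to 0.11 under the 75th percentile shift. LPP at 60 µg/mL reversed to -0.27 when its probes, which disagree, were averaged and to -0.27 with the deposited values. SMC4 at 60 µg/mL, at -0.07 and not called, changed sign to 0.0301 with normexp. It ranged from -0.182 to 0.0374 with 1 array left out, the highest without the second array at 60 µg/mL, and was not called in any of these.

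Among single genes, 424 of the values under other settings kept direction and call, 12 lost the call without a reversal and 4 reversed. With 1 array left out, 145 were the same, 14 lost the call and 1 reversed. The losses were mostly for Table 2 genes at 30 µg/mL, where the control signal was near background.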

Differences from the paper's values

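The paper's counts of modulated genes are those of its diagram. It shows about 38 genes at 30 µg/mL, about 340 at 60 µg/mL, about 740 at 100 µg/mL and about 9 at all 3 concentrations in Fig. 4A, read by eye, where the values here are 1927, 6253, 9723 and 1313. None of the alternatives set before the data were examined reached these. The ratio of mean log2 signals, chosen after seeing the values, gave 36, 330, 723 and 9, within 1.5 times each. With the signals normalized here SPANXD would also be called at all 3 concentrations, so these are not counts of those signals.

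The fold changes of Table 2 are not on the scale of a linear or log2 fold. For GCNT3 the paper's values are 1.54, 2.38 and 2.49. On the scale of a ratio of mean log2 signals they are 1.63, 2.58 and 2.71 here, and for none of the 27 fold changes did the difference exceed both the spread between experiments and a factor of 1.5.

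The paper's p-values, taken as printed, differed by more than 1.5 times from the adjusted p-values here, given by limma, in 19 of 27 cases. For GCNT3 at 60 and 100 µg/mL the paper gives 0.00009 and 0.00002, and the values here are 5.81e-05 and 1.30e-05. For PLCB2 at 30, 60 and 100 µg/mL the paper gives 0.02310, 0.01838 and 0.00092, and the values here are 0.0109, 0.00771 and 2.65e-04. CLIP4 has the paper's values 0.00102, 0.00008 and 0.00002 and here 5.53e-04, 4.56e-05 and 9.75e-06. For BEST1 at 30, 60 and 100 µg/mL the paper gives 0.04765, 0.00191 and 0.00175, and the values here are 0.0279, 7.98e-04 and 6.55e-04. CSTA has the paper's values 0.00455, 0.00020 and 0.00006 and here 0.00186, 8.04e-05 and 1.95e-05. For DEFB103B at 30, 60 and 100 µg/mL the paper gives 0.02419, 0.00014 and 0.00003, and the values here are 0.0117, 5.11e-05 and 1.10e-05. For CBR3 at 60 and 100 µg/mL the paper gives 0.00056 and 0.00008, and the values here are 3.11e-04 and 4.33e-05. Of the alternatives set before the data were examined, the deposited log2 values came within 1.5 times of the paper in all 19 cases. The experiment as a block did so for PLCB2 at each concentration, CBR3 at 60 and 100 µg/mL, BEST1 at 30 and 60 µg/mL, CSTA and DEFB103B at 30 µg/mL. The 75th percentile shift did so for CLIP4 at each concentration, normexp for PLCB2 and DEFB103B at 30 µg/mL, and probes averaged for GCNT3 at 60 and 100 µg/mL. Outlier spots kept did so for GCNT3 at 60 and 100 µg/mL and CLIP4 at 60 µg/mL, and robust eBayes for GCNT3 at 60 and 100 µg/mL and CBR3 at 60 µg/mL. Leaving out the first control array did so for PLCB2 at each concentration, CBR3 at 60 µg/mL and BEST1 at 30 µg/mL. Leaving out the second control array did so for CBR3 at 60 and 100 µg/mL and for CSTA and DEFB103B at 30 µg/mL, and leaving out the second array at 100 µg/mL for PLCB2 there. The spike-in shift, the filter on dim probes, separate fits, the eBayes trend and the other arrays left out did so for none of the 19.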

Other observations

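The tests of the fold change scale, of the count rule and of the host transcripts were chosen only after the results were seen. Those of keratinocytes and heat shock were written before their lists were measured, except that the KRT5 value was chosen as the deciding one afterwards.

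The fold changes of Table 2 may be ratios of mean log2 signals. The ratios of the deposited log2 values matched 27 of 27 printed fold changes within rounding, with a tolerance of 0.005 and a largest difference of 0.00490. Applied as a ratio of at least 1.5 or at most 0.5, with the adjusted p, the same quantity called 9 genes at all 3 concentrations, and these were the 9 genes of Table 2 and no others. This is consistent with the counts of Fig. 4A having been made on that scale. With the signals normalized here, SPANXD also met this rule at all 3 concentrations. Its ratios were 1.62, 3.94 and 4.25 (adjusted p = 0.0303, 5.86e-05 and 1.27e-05 from limma), so the match with Table 2 does not hold exactly for those signals. A ratio of log2 signals depends on the level of the gene, so dim genes pass it more easily than bright ones.

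KRT6C, KRT14 and DEFB103B rose, and keratinocytes mixed into the treated cultures are a candidate explanation. It was written beforehand that KRT5 and KRT14 would then rise together and that the list's median at 100 µg/mL would exceed 2, with most of the 13 markers called higher. The median was 1.44, and 2.24 under the 75th percentile shift, and 7 markers were called higher and 1 lower, so this criterion was met in part and depended on the scaling. The camera p was 0.00429, and 0.166 with an estimated correlation. Of those called higher, KRT14 rose by 4.45, TP63 by 5.63, SERPINB5 by 3.41, S100A2 by 1.44 and KRT15 by 0.96, with TP63 well above background on 1 of 2 control arrays, and COL17A1 and DSG3 rose from signals that were not well above background on either control array. These go with added keratinocytes, while KRT5 fell with a log2 fold change of -3.09 at 100 µg/mL and -3.79 at 60 µg/mL from a control signal well above background on both arrays. It was also lower under the 75th percentile (-1.87) and spike-in (-3.06) shifts. A fall of KRT5, an abundant transcript of keratinocytes, argues against added keratinocytes as the whole cause. A change of the cells' own program stays open as a hypothesis that was not tested here. KRT5 and KRT14 were named beforehand, but KRT5 became the deciding value only after the values were seen.

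HSPA6 may be part of a heat shock response. A list of 15 measured heat shock genes without HSPA6 and HSPB8, written after HSPA6 was seen and before its members were, had a median of 0.63 at 100 µg/mL (camera p = 2.74e-05 from limma, and 0.0409 with an estimated correlation), and 8 members were called higher. BAG3 rose by 4.56 and DNAJB1 by 3.59, both chosen after their values were seen. HSPA6 moved by more than any spike-in probe, which does not exclude the array position on the slide for it. For the list the position is open too, because a median cannot be judged against the differences of single spike-in probes.

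The miRNAs of Table 3 were measured by the paper at 60 µg/mL, and a lower level of their host transcripts was tested as a candidate explanation, with hosts taken from the GRCh38 gene table, on these arrays, which measure mRNA and not miRNA. EML2, the host of miR-330, rose by 1.09 (adjusted p = 0.00240 from limma), which argues against a fall of the host transcript EML2. With the spike-in shift it was 1.19, and over the settings its adjusted p ranged from 4.20e-04 to 0.0920. AOPEP, the host of miR-27b, fell with both of its probes, with log2 fold changes of -1.05 and -1.06 (adjusted p = 0.00893 and 0.00189), as a fall of the host transcript AOPEP would give. The first was -0.95 with the spike-in shift and no longer called (adjusted p = 0.209). SMC4, the host of miR-15b, had 1 probe at -0.07 (adjusted p = 0.763). Its 95% interval in the limma fit, from -0.42 to 0.28, shows no fall and leaves a small one open. For a fall of the host transcript LPP, the host of miR-28, the test decides nothing, because its brighter probe rose by 0.68 and the other fell by 1.23, with an average of -0.27 (adjusted p = 0.164). SKA2, the host of miR-454, was lower with all 4 probes, by 0.20, 0.44, 0.81 and 0.80, of which the last 2 were called. Their average was -0.56 (adjusted p = 0.0338), as a fall of the host transcript SKA2 would give, although it is under 1.5-fold and the brightest probe, at -0.20, did not pass (adjusted p = 0.418). DLEU2, the host of miR-15a, was not matched and is not analysed here.

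TK1 and TYMS, which the paper's introduction names, fell by 0.97 and 1.91 at 100 µg/mL (adjusted p = 0.00331 and 8.89e-05 from limma). TYMS kept its direction under the 75th percentile shift (-1.75) and the spike-in shift (-2.93). TK1 was 0.11 under the first and -1.08 under the second, so its direction is not settled.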
